# Weakly acidic microenvironment of the wound bed boosting the efficacy of acidic fibroblast growth factor to promote skin regeneration

**DOI:** 10.3389/fbioe.2023.1150819

**Published:** 2023-03-01

**Authors:** Qiao Pan, Ruyi Fan, Rui Chen, Jiayi Yuan, Shixuan Chen, Biao Cheng

**Keywords:** wound healing, fibroblast growth factor, microenvironment, pH value, inflammation

## Abstract

The pH value within the wound microenvironment influences indirectly and directly all biochemical reactions taking place in the process of skin wound healing. Currently, it is generally believed that a low pH value, such as it is found on normal skin, is favorable for wound regeneration, while some investigations have shown that in fact alkaline microenvironments are required for some healing processes. The role of growth factors in promoting wound healing requires a specific microenvironment. In wound microenvironments of different pH, growth factors with different isoelectric points may have different effects. To explore whether the application of FGF with different isoelectric points in wounds with different pH values interferes with the healing process to different degrees, GelMA hydrogels with different pH values were prepared to maintain the wounds microenvironment with the same pH values, in which aFGF and bFGF were loaded as well. The results show that GelMA hydrogels of different pH values maintained the same pH of the wound microenvironment sustainably on the 4th day. Moreover, aFGF and bFGF promoted skin wound healing to varying degrees in different pH wound microenvironments. In particular, aFGF significantly promoted wound re-epithelialization in a weak acidic microenvironment, while bFGF promoted collagen synthesis and deposition in the early stage of weak acid wounds. In addition, aFGF plays a superior role in inhibiting inflammation in weak acidic wounds.

## 1 Introduction

Skin wound healing is a dynamic and sequential process with multiple events, including the secretion and release of cytokines, and various cell activities (*e.g.*, proliferation, migration, differentiation, as well as the synthesis and remodeling of extracellular matrix) (Gillitzer and Goebeler, 2001; Gurtner et al., 2008). During this process, the pH value of the local microenvironment is a very important factor that can indirectly or directly affect a series of repair reactions during the process of wound healing (Schneider et al., 2007; Schreml et al., 2010). The pH value of normal skin is between 4.8 and 6.0 due to the organic acid secreted by keratinocytes. Bennison et al. (2017) When the integrity of the skin is damaged, alkaline tissue fluid and the plasma in the broken capillaries are extravasated, the pH value of the wound area will significantly increase. Milne and Connolly (2014) Previous studies have shown that a low pH value of the wound microenvironment is more conducive to wound healing, especially when it is closer to normal skin. Sim et al. (2022) Under the acidic microenvironment of the wound, not only the infection risk is low, but also the granulation tissue formation and neovascularization are effectively promoted. While in the alkaline wound microenvironment, bacterial infection and biofilm are more easily formed. In addition, protease hydrolysis is further intensified, especially in a chronic wound, which is harmful to wound healing.

Growth factors, including fibroblast growth factor (FGF), platelet-derived growth factor-BB (PDGF-BB), Epidermal growth factor (EGF), Vascular endothelial cell growth factor (VEGF), and so on are essential to wound healing (Barrientos et al., 2008; Schultz and Wysocki, 2009; Behm et al., 2012). Among these growth factors, FGFs are not only the most common mitogens, but also are multifunctional growth factors (Turner and Grose, 2010; Ornitz and Itoh, 2015). In terms of wound healing, FGFs are all-powerful growth factors. It is capable of regulating several important biological events of wound healing, such as granulation tissue formation, angiogenesis, and re-epithelialization (Hui et al., 2018; Guo et al., 2019). In humans, 23 members of the FGF family have been identified, Ornitz and Itoh (2001) and FGF1 and FGF2 are the most common to know. The FGF1 is also known as the acidic fibroblast growth factor (aFGF), and FGF2 is also known as the basic fibroblast growth factor (bFGF). Both the aFGF and bFGF have been widely encapsulated into hydrogels, particles and nano/micro-fibers for the application of acute and chronic wound repair. However, these studies did not consider the influence of local pH value of wounds and substrates. The changes in pH value of the microenvironment may affect the effectiveness of growth factors with different isoelectric points.

Herein, we hypothesized that aFGF or bFGF with different isoelectric points applied to the wound bed with different pH may interfere with the healing process to varying degrees. GelMA hydrogel is widely used in various drug release systems and wound biological dressing materials due to its suitable biological properties, adjustable physical properties, and basic characteristics that are similar to the natural extracellular matrix. To verify the above hypothesis, GelMA hydrogel was selected as the carrier of two growth factors to extend their action time, we also adjusted the pH value of the hydrogel to regulate the pH value of the wound microenvironment, so that to observe the healing role of aFGF and bFGF in different microenvironments during the process of wound healing.

## 2 Materials and methods

### 2.1 Preparation of acidic- and basic- FGF-loaded GelMA hydrogels with different pH values

GelMA was dissolved in phosphate-buffered saline (PBS) to prepare GelMA solution at a certain concentration of 6% (w/v). The solution was stirred in a water bath at 37 °C and 500 r/min until the GelMA solid completely dissolved. All GelMA solutions contained 2,959 (Irgacure2959, Sigma-Aldrich, United States , 98% pure) at a concentration of 0.5% (w/v), and the pH value of the solution was adjusted to 6.4, 7.4, and 8.4, respectively. The aFGFs and bFGFs were separately added to the GelMA solutions with different pH values at a concentration of 4ug/ml. Then solutions of 6.4-GelMA/aFGF, 7.4-GelMA/aFGF, 8.4-GelMA/aFGF, 6.4-GelMA/bFGF, 7.4-GelMA/bFGF, and 8.4-GelMA/bFGF were sterilely filtered through a 25 µm microporous membrane. 50μl of GelMA solution was placed into each cylindrical mold with an inner diameter of 8 mm and a height of 1 mm and each hydrogel scaffold containing 200 ng of FGF was subsequently fabricated by photo cross-linking.

### 2.2 SEM observation

The internal structure of the freeze-dried GelMA hydrogels was observed using a scanning electron microscope (Hitachi S-3400N, Japan). Before observation, platinum was coated by ion sputtering (Hitachi E−1010) for 60 seconds. Before taking digital photomicrographs from randomly selected areas of the samples with a magnification of ×100 and 400×, at an acceleration voltage of 5 kV.

### 2.3 Swelling ratio test

The swelling behaviors of GelMA hydrogel with different pH values were measured by weighing both the initial and swollen hydrogels. Briefly, the initial weights of the hydrogel scaffolds (W0 values) were measured. The hydrogel scaffolds were then placed in PBS (Gibco, United States ) at 37 °C and allowed to swell for 15, 30, 45, 60, 90, 120, and 180 min. The wet weights of each of the hydrogel scaffolds (Wt values) were measured at each time point. The swelling ratios were calculated using the equation below. For this test, n = 10, and each measurement was repeated 3 times.

$$Esr\;\left(\%\right)=\left(Wt\;–W0\right)/W0\times 100\%$$

Here, Esr (%) is the swelling rate of the hydrogel, Wt is the wet weight of the hydrogel after absorbing water, and W0 is the initial dry weight of the hydrogel.

### 2.4 Drug release test

The release test of aFGFs and bFGFs from GelMA hydrogels with different pH values was performed. Briefly, the hydrogel was placed in 2 ml PBS in a 37 °C incubator and 50 ul of PBS was replaced by the same volume of fresh PBS at distinct time points (1,3,5,9,14 days). The concentration of aFGF and bFGF in removed PBS was measured by the ELISA Kit (Bioswamp) and Microplate Reader at 450 nm. For this test, n = 4, and each measurement was repeated 3 times.

### 2.5 Wound healing

Eight-week-old specific-pathogen-free (SPF)-class female C57BL/6 mice were purchased from the Zhejiang Laboratory Animal Center. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Wenzhou Institute, University of Chinese Academy of Sciences. For wounding, the mice were anesthetized with isoflurane. The hair was removed from the dorsal region, and the skin was prepared with betadine and 70% ethanol. A skin biopsy punch was used to make a circular full-thickness skin wound with a diameter of 8 mm on both sides of the dorsal skin. A splint was spread with an instant bonding adhesive and placed around the wound and secured to the skin with eight interrupted 6–0 nylon sutures.

The post-surgery mice were randomly assigned to one of seven groups of three mice each, treated with 6.4-GelMA/aFGF, 7.4-GelMA/aFGF, 8.4-GelMA/aFGF, 6.4-GelMA/bFGF, 7.4-GelMA/bFGF, 8.4-GelMA/bFGF hydrogel scaffold, and no hydrogel scaffold. Scaffolds were attached to the wound site immediately after the wounding. The wounds and splints were covered with Tegaderm (3M) sterile transparent dressing. A digital camera was used to record the wounds on each mouse on days 0, 4, 8 and 12 after treatment. The wound-healing rates were calculated by the following equation: wound-healing rate = (the area of the original wound - the area of the unhealed wound)/the area of the original wound 100%.

### 2.6 Histological analysis

On postoperative days 4, 8, and 12, mice were sacrificed and a complete wound with a 0.5 cm margin was removed. After being fixed in 4% paraformaldehyde solution (PFA) for 2 days, the samples were rinsed in PBS, 50%, 70%, 80%, 90%, 95%, and 100% ethanol solution for gradient dehydration. After xylene clear treatment and gradient wax dipping, embedded samples in paraffin to make 5-μm sections for hematoxylin and eosin (H&E) staining. The wound re-epithelialization rate was calculated by the following formula: Rate of re-epithelialization (%) = St/S0 100%

S0 is the initial wound distance for the section and St is the keratinocytes covering the wound distance at the indicated time for that section. Masson’s trichrome staining was performed by Masson’s trichrome staining kit (Cat# MST-8004, MaiXin-Bio, China) according to the manufacturer’s instructions.

### 2.7 Immunohistochemical staining

Deparaffinized tissue sections were heated in citrate buffer to retrieve the antigens and then treated with 3% H2O2 for 15 min to inactivate endogenous peroxidase activity. Sections were then blocked with goat serum and BSA solution for 1 h and incubated with primary antibodies overnight at 4 °C. The primary antibodies included α-SMA (Boster, China, Catalog#BM0002), CD31(Proteintech, China, Catalog#28083-1-AP), CCR7 (Abcam, United States ; Catalog#EPR23192-57), and CD206 (Abcam, United States ; Catalog#EPR25215-277). The next day, after being treated with biotinylated secondary antibodies for 1 h at room temperature, the peroxidase activity of tissue section was determined with diaminobenzidine (DAB). Image-Pro Plus was used to analyze the average numbers of the positive cells for α-SMA, CD31, CCR7, and CD206 expression.

### 2.8 Statistical analysis

Data are presented as mean ± standard error of the mean. Statistical significance was determined by one-way analysis of variance (ANOVA) followed by Tukey’s posttest using GraphPad Prism software (version 8.0). A value of *p* < 0.05 was considered statistically significant (significance levels: *p < 0.05, and **p < 0.01).

## 3 Results and discussion

### 3.1 Preparation of GelMA hydrogels with different pH values

GelMA is an widely used biomaterials with excellent biocompatibility in the field of tissue regeneration (Yue et al., 2015). Thus, we choose the GelMA hydrogel as a substrate. As shown in Figure 1A, hydrochloric acid and sodium bicarbonate were used to adjust the pH values of GelMA hydrogels to 6.4, 7.4 and 8.4 respectively. Then the aFGF and bFGF were mixed into hydrogel solution, and hydrogels were crosslinked by UV irradiation. In this study, the effects of the micro environment created by GelMA hydrogel with different pH values on the efficacy of aFGF or bFGF were explored in a skin wound healing model (Figure 1B). The GelMA hydrogels with different pH values showed a porous structure, and there was no difference on the pore size among the three different hydrogels (Figure 2A), resulting in these hydrogels showed a similar swelling behaviors (Figure 2B), the final swelling rate of the GelMA hydrogels with different pH values range from 6.4 to 8.4 were (532.029 ± 55.869)% (547.569 ± 92.310)%, and (521.103 ± 79.775)% respectively. The release curves discovered that the release of aFGF from weakly acidic GelMA hydrogel (pH 6.4) was faster than it released from neutral (pH 7.4) and weakly alkaline (pH 8.4) GelMA hydrogels (Figure 2C). The cumulative release of aFGF from the pH 6.4 GelMA hydrogel ((88.965 ± 1.157) %) was higher than it released from the pH 7.4 GelMA hydrogel ((75.465 ± 7.151) %) and pH 8.4 GelMA hydrogel ((74.068 ± 4.228) %). There was no difference on the release of bFGF from weakly acidic, neutral and weakly alkaline GelMA hydrogels (Figure 2C).

**FIGURE 1:**
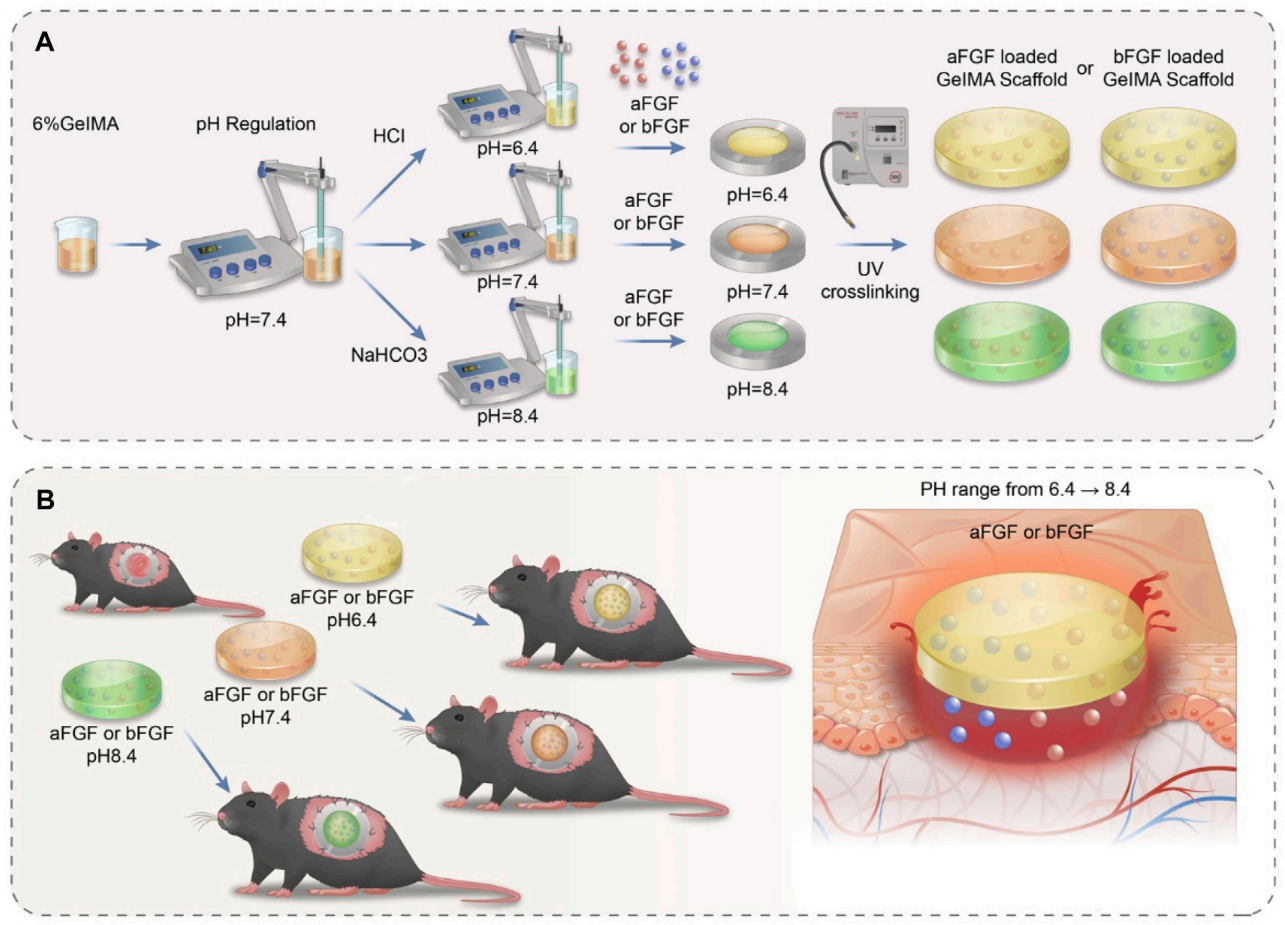
The schematic illustrates the preparation processes and their application on skin wound healing of acidic- and basic-fibroblast growth factors loaded GelMA hydrogels with different pH values. **(A)** The preparation processes of acidic- and basic-fibroblast growth factors loaded GelMA hydrogels with different pH values. The pH value of GelMA hydrogel was precisely controlled by adding hydrochloric acid and sodium bicarbonate **(B)** The application of acidic- and basic-fibroblast growth factors loaded GelMA hydrogels with different pH values on skin wound healing.

**FIGURE 2:**
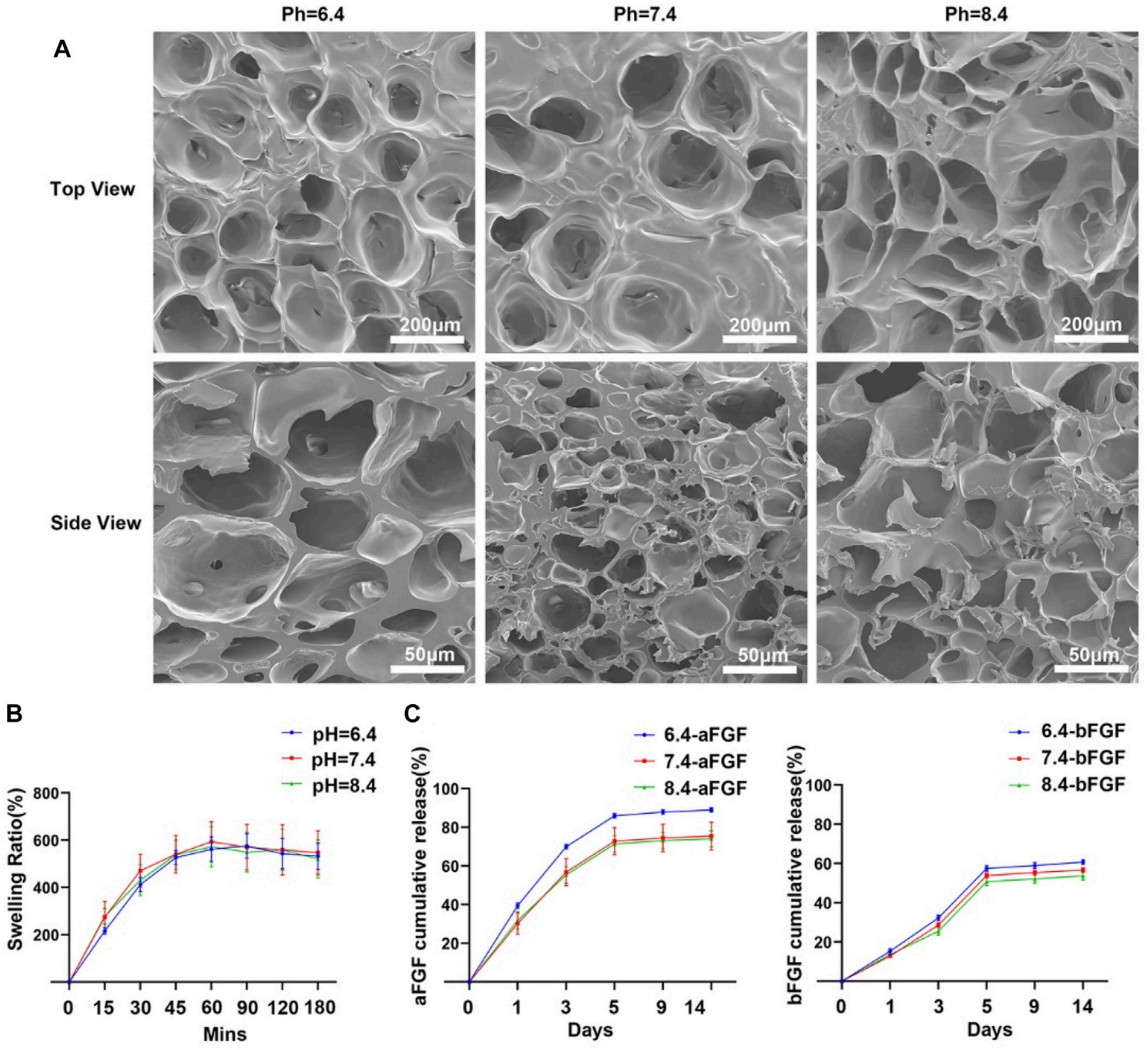
The internal structure and release profiles of aFGFs and bFGFs loaded GelMA hydrogels with different pH values. **(A)** The internal porous structure of GelMA hydrogels with different pH values. **(B)** The swelling behaviors of GelMA hydrogel with different pH value. **(C)** The release profiles of aFGFs and bFGFs from GelMA hydrogels with different pH values.

### 3.2 aFGF loaded GelMA hydrogel (pH 6.4) promotes wound contraction

The purpose of this study is to explore the effects of the micro environment created by GelMA hydrogel with different pH values on the efficacy of aFGF or bFGF were explored in a skin wound healing model. Thus, the pH value of micro environment created by the hydrogel is very important. Firstly, we examined whether the GelMA hydrogels with different pH values are able to control the desirable pH values. As shown in Figure 3A, the GelMA hydrogel (pH 6.4) could maintain a weakly acidic environment, the GelMA hydrogel (pH 7.4) could maintain a weakly acidic environment, the GelMA hydrogel (pH 7.4) could maintain a neutral environment, and GelMA hydrogel (pH 8.4) could maintain a weakly alkaline environment. We speculate that the maintenance of local pH values of wound site is achieved by the sustained release of hydrochloric acid and sodium bicarbonate from GelMA hydrogel. After applying the aFGF or bFGF loaded GelMA hydrogels with different pH value, we found the wounds treated with aFGF loaded GelMA hydrogel (pH 6.4) exhibited fastest wound closure rate and achieved wound healing on Day 8 (Figures 3B,C). The H&E staining further revealed that the wounds treated with aFGF loaded GelMA hydrogel (pH 6.4) also showed a fastest re-epithelialization rate when compared with other groups on both Day 4 and Day 8 (Figure 3B). Wound contraction is drove by the myofibroblasts, which highly expressed α-SMA. The immunohistochemical staining results discovered that the expression of α-SMA of the wounds treated with aFGF loaded GelMA hydrogel (pH 6.4) was significantly increased than the other groups (Figures 3E,F). According to the reported studies, both aFGF and bFGF were all able to promote wound contraction (Wu et al., 2016; Choi et al., 2018; Hui et al., 2018). However, there are few reports on the effect of the pH values of the micro environment on FGF activity. In this study, we found weakly acidic environment is more conducive to the function of aFGF. It may be associated with the physical stabilization of aFGF which induced by the weakly acidic environment (Volkin et al., 1993).

**FIGURE 3:**
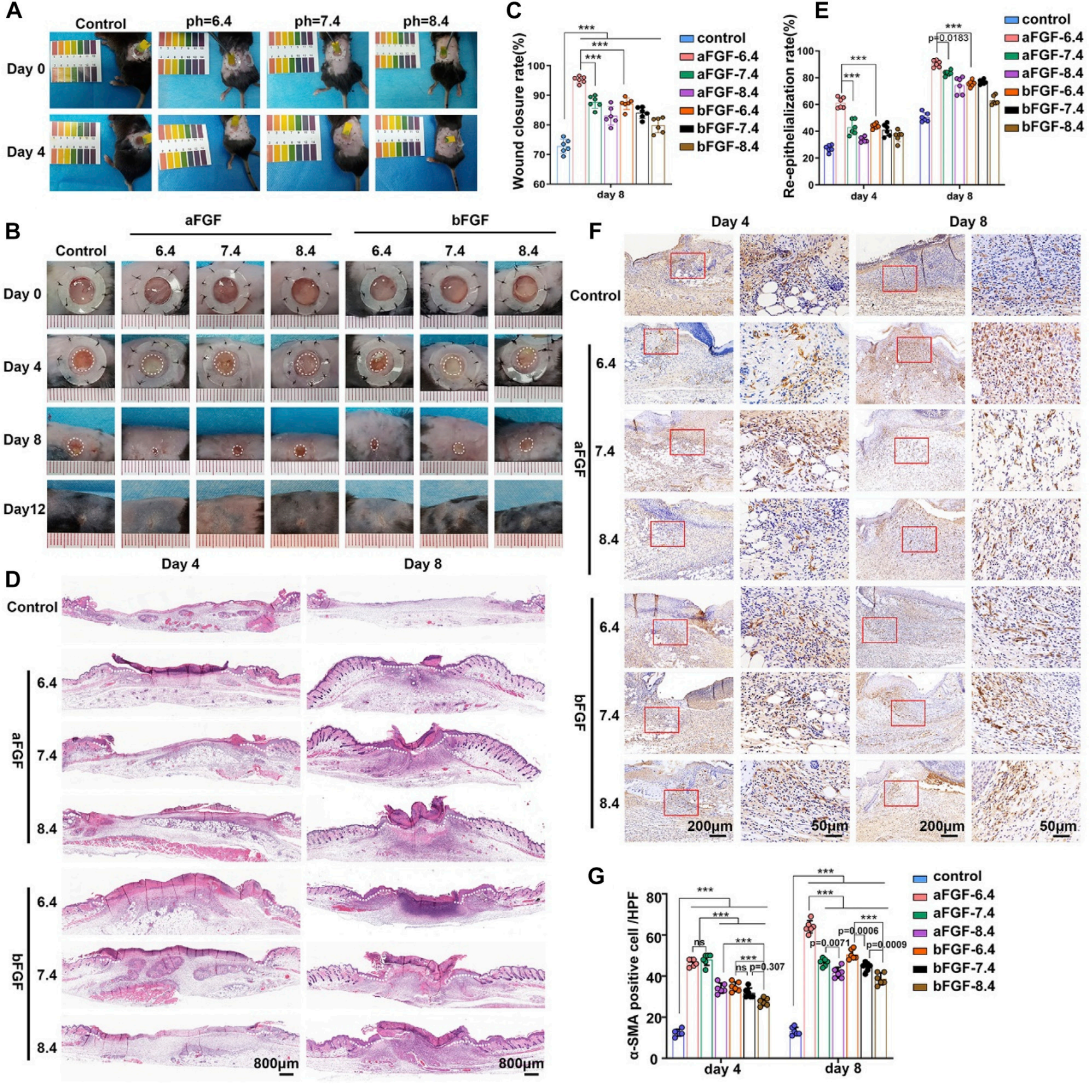
The application of aFGF- or bFGF- loaded GelMA hydrogels with different pH values on wound closure. **(A)** The maintenance of weak acid, neutral, and alkaline microenvironments of wound sites filled with GelMA hydrogels with different pH values. **(B)** The photographs and H&E staining of the healed wound treated with aFGF- or bFGF- loaded GelMA hydrogels with different pH values for 8 days. **(C)** The wound closure rate of aFGF- or bFGF- loaded GelMA hydrogels with different pH values after 4 and 8 days of treatment. **(D)** The H&E staining results of aFGF- or bFGF- loaded GelMA hydrogels with different pH values after 4 and 8 days of treatment. **(E)** The re-epithelialization rate of aFGF- or bFGF- loaded GelMA hydrogels with different pH values after 4 and 8 days of treatment. **(F,G)** The expression of α-SMA within the wound area of aFGF- or bFGF- loaded GelMA hydrogels with different pH values after 4 and 8 days of treatment. *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.3 aFGF loaded GelMA hydrogel (pH 6.4) accelerates angiogenesis

Vascularization plays important role during wound healing, it can provide enough nutrients for cells involved in wound repair (Wan et al., 2019; Chen et al., 2020). As shown in Figure 4A, the trichrome staining results showed lots of new blood vessels in the wound bed of aFGF loaded GelMA hydrogel (pH 6.4) when compared with six groups on Day 4. These new blood vessels provide enough nutrients in the early stage of wound healing, resulting in accelerating wound healing. The number of blood vessels of wound site will gradually decrease after wound closure on Day 8. CD31 is a specific marker of vascular endothelial cells (Sun et al., 2011). The CD31 immunohistochemical staining further confirmed the histological observations. The expression of CD31 on aFGF loaded GelMA hydrogel (pH 6.4) treated wound was higher than the other six groups on Day 4, and the expression of CD31 in aFGF loaded GelMA hydrogel (pH 6.4) treated group on Day 8 was reduced than it on Day 4 (Figure 4B; 4C).

**FIGURE 4:**
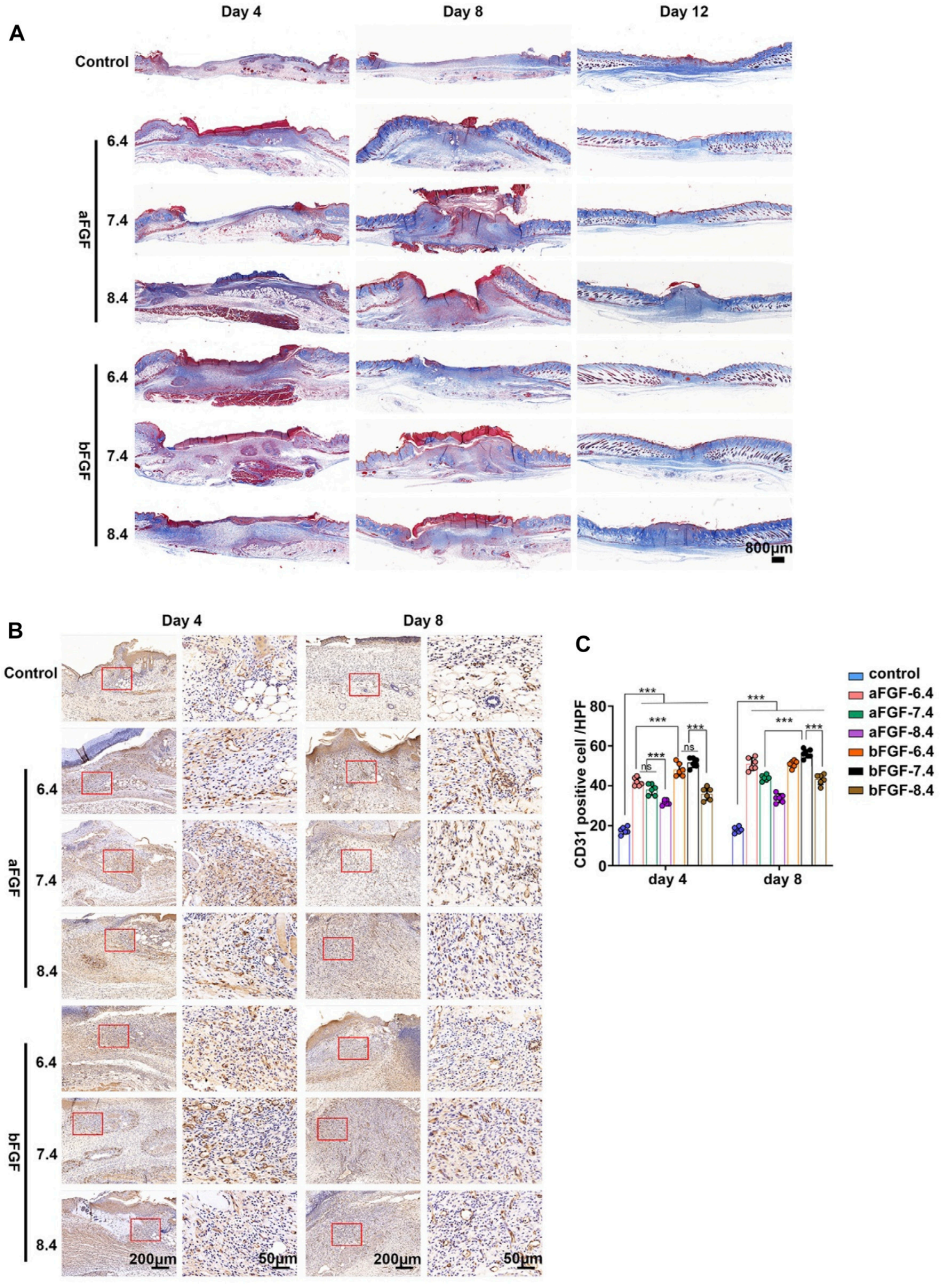
The granulation tissue formation of the wounds treated with aFGF- or bFGF- loaded GelMA hydrogels with different pH values for 4 and 8 days. **(A)** The trichrome staining of the wounds treated with aFGF- or bFGF- loaded GelMA hydrogels with different pH values for 4, 8, and 12 days. **(B)** The immunohistochemical staining of α-SMA within the wounds treated with aFGF- or bFGF- loaded GelMA hydrogels with different pH values for 4 and 8 days. **(C)** The quantification of the α-SMA expression of the **(B)**. *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.4 aFGF loaded GelMA hydrogel (pH 6.4) regulates the immune responses to a pro-regenerative status

Immune response is capable of determining the status of wound healing (Jiang et al., 2018; Chen et al., 2019). For example, if the inflammatory response of the wound is in a pro-inflammatory state, it is harmful to wound healing, such as diabetic foot ulcers. If the inflammatory response of the wound is in a state of pro-regenerative status, it will help to promote wound healing. The status of inflammation depends on the involved inflammatory cells. Macrophages are the main cells of the inflammatory response and play a major role in controlling the entire inflammatory process (Kim and Nair, 2019). As shown in Figures 5A,C, the expression of CD206 (a marker of M2 macrophages) of the wounds treated with aFGF loaded GelMA hydrogel (pH 6.4) was significantly higher than the other six groups on Day 4. While the expression of CCR7 (a marker of M1 macrophages) of the wounds treated with aFGF loaded GelMA hydrogel (pH 6.4) was obvious lower than the other six groups on Day 4 (Figures 5B,D). M2 macrophages play pro-regenerative role, while M1 macrophages play pro-inflammatory role. The increased M2 macrophage expression and decreased M1 macrophage expression co-determined the direction of inflammatory response is pro-regenerative status (Jiang et al., 2018; Chen et al., 2019). In addition, the expression of CD206 in aFGF loaded GelMA hydrogel (pH 6.4) treated group was reduced when compared its expression on Day 4. Because the wounds already completed wound healing, the status of wound healing has changed from proliferative phase to remodeling phase that the role of macrophages go down.

**FIGURE 5:**
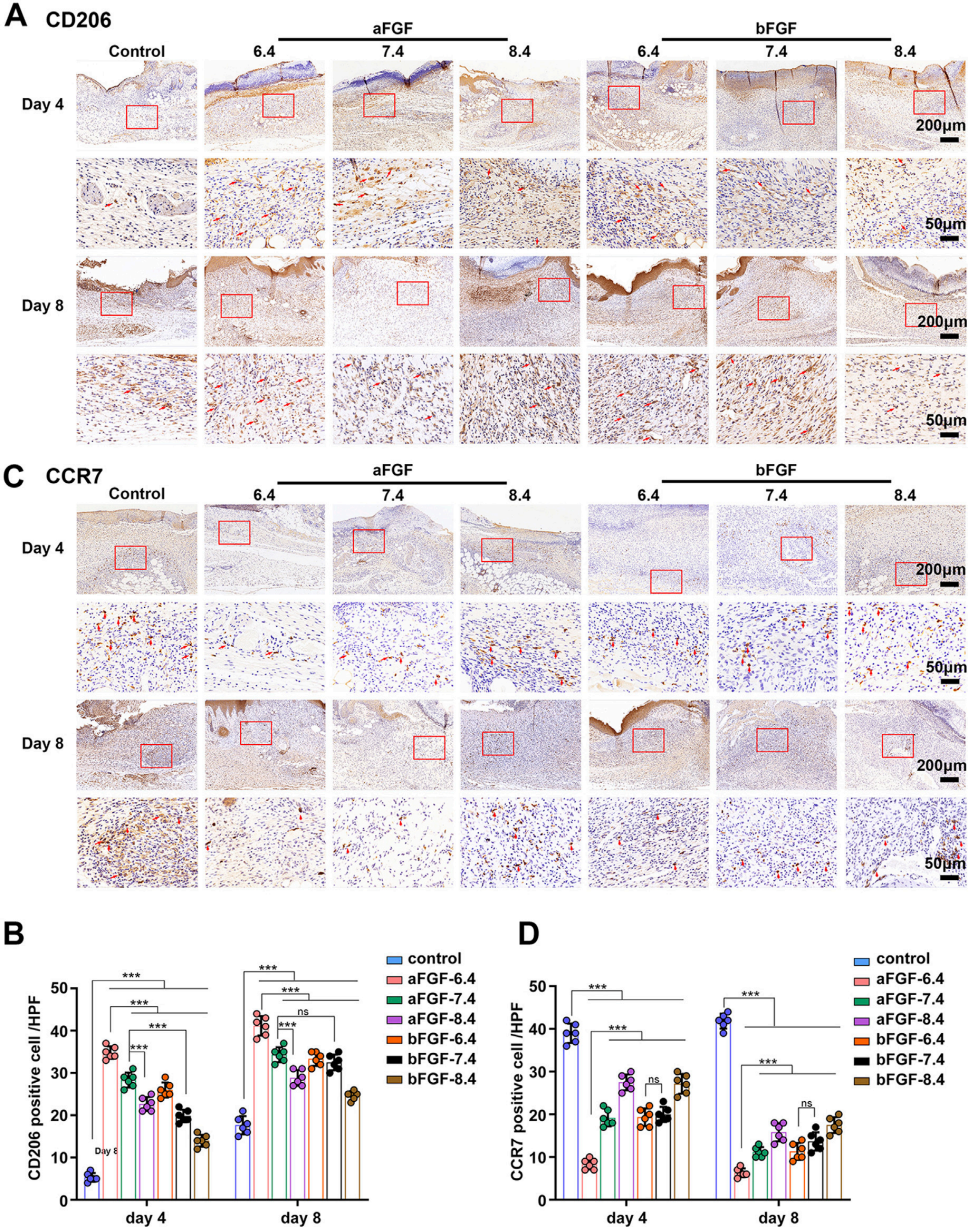
The expression of macrophages within the wounds treated with aFGF- or bFGF- loaded GelMA hydrogels with different pH values for 4 and 8 days. **(A,B)** The expression of CD206 (M2 macrophages) within the wounds treated with aFGF- or bFGF- loaded GelMA hydrogels with different pH values for 4 and 8 days. **(C,D)** The expression of CCR7 (M1 macrophages) within the wounds treated with aFGF- or bFGF- loaded GelMA hydrogels with different pH values for 4 and 8 days.

### 3.5 The exploration of potential mechanism

As shown in Figure 6, The volcano plot and heatmap discover the differentially expressed genes (Figures 6A,B), including Apold1, Epx, F830016B08Rik, Gm12185, Tnfsf14, il15, Oas3, Rnf213. For example, Apold1 is an endothelial cell early response protein that may play a role in regulation of endothelial cell signaling and vascular function (Stritt et al., 2022). 

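RNA from mouse skin wounds collected on Day 4 was sequenced in 7 groups of 3 libraries each. The labels number the libraries of a group as biological replicates. The paper describes 3 mice per group, wounded on both sides of the back and sacrificed on 3 different days. Whether the 3 libraries of a group came from 3 mice is not stated, and the tests here treat them as independent. The groups were a control and the wounds filled with GelMA hydrogels of pH 6.4, 7.4 or 8.4 loaded with aFGF or bFGF, which are named here by pH and growth factor, as in 6.4/aFGF. The authors deposited, for each library, the number of reads counted on each of 18806 genes without normalization, and FPKM values that they computed from the same counts. The paper's text does not name the aligner, the counting or the test for the sequencing. Total counts ranged from 34362558 to 37817833 per library. The control libraries had 34869372 to 37057933 counts (median 36441455). With aFGF, the range was 36815083 to 37817833 at pH 6.4 (median 37244651), 36125256 to 36771838 at pH 7.4 (median 36292531) and 35787730 to 37032127 at pH 8.4 (median 36828223). With bFGF, the range was 34362558 to 37548205 at pH 6.4 (median 36277505), 36530599 to 37785975 at pH 7.4 (median 37773187) and 34912711 to 36967695 at pH 8.4 (median 35252860). From the counts, genes were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 0.58 in either direction, the thresholds in the title of Figure 6A. Levels of single genes are given as CPM, the counts scaled to library size after TMM normalization over the 21 libraries. Gene symbols are those of the files, which name no genome build, so no coordinates are given.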

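Between 6.4/aFGF and 7.4/aFGF, 15019 genes were tested. In edgeR's quasi-likelihood test, 0 genes passed both thresholds, and the smallest adjusted p-value was 0.832. An unadjusted p-value under 0.05 was found for 750 genes, where 751 would be expected if no gene differed. Among the alternatives that kept all 6 libraries, the count of calls moved most with DESeq2 without its Cook's distance cutoff and independent filtering, which called 23 genes, 3 higher and 20 lower in 6.4/aFGF. With 1 library left out, this setting called from 13 genes (without 7.4/aFGF replicate 1) to 285 (without 6.4/aFGF replicate 3). Of the genes named in the paper, Apold1, F830016B08Rik, Gm12185, Tnfsf14, Il15, Oas3 and Rnf213 passed the filter on low counts and Epx did not. Adjusted over the list alone, 7 of these 7 genes had edgeR p-values under 0.05, which is not independent evidence, since the study chose the genes on these samples. In each of the 7 genes, the 3 libraries of one group all lay beyond the 3 of the other, the outcome with the smallest two-sided exact permutation p that 3 libraries against 3 allow, 0.1. The groups were separated in this way in 1670 of the 15019 genes (11.1%), where chance gives 10%. F830016B08Rik was at 4.01 ± 0.488 CPM (SD, n = 3) in 6.4/aFGF and at 26.3 ± 14.8 CPM (SD, n = 3) in 7.4/aFGF, a log2 fold change of -2.71 (standard error 0.495, edgeR adjusted p = 0.832). Gm12185 was at 0.462 ± 0.125 and 4.59 ± 3.77 CPM (SD, n = 3 each), a log2 fold change of -3.298 (standard error 0.727, edgeR adjusted p = 0.832). Both belong to interferon-inducible gene families, and how the authors' counting treated reads shared within such a family is not stated. Rnf213 was at 237.8 ± 8.11 and 551.9 ± 238.2 CPM (SD, n = 3 each), with a log2 fold change of -1.21 (standard error 0.288, edgeR adjusted p = 0.832). With bFGF, F830016B08Rik was also lower at pH 6.4, with libraries at 2.18 to 4.32 CPM against 7.37 to 13.0 CPM at pH 7.4. The log2 fold change there was -1.61 (edgeR adjusted p = 0.542). The bFGF groups overlapped for Gm12185 and Rnf213. By permutation against the other 18 libraries, the libraries of 6.4/aFGF showed no difference past p 0.05 in these 3 genes. The two-sided exact permutation p was 0.258 for F830016B08Rik, 0.0820 for Gm12185 and 0.502 for Rnf213. The libraries of 7.4/aFGF were higher (exact permutation p = 0.00226, 0.0113 and 0.00150 in the same order). These p-values are unadjusted and not independent evidence either, since the genes were chosen on a contrast of these 2 groups. For 6.4/aFGF against the other 6 groups, edgeR gave unadjusted p-values of 0.0495, 0.0306 and 0.247 in that order (adjusted 0.876, 0.848 and 0.957).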

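Apold1 was at 36.7 ± 3.62 CPM (SD, n = 3) in 6.4/aFGF and at 15.6 ± 3.99 CPM (SD, n = 3) in 7.4/aFGF. The log2 fold change was 1.23 (standard error 0.205, edgeR adjusted p = 0.832). With each library left out in turn, it stayed between 1.05 and 1.36. DESeq2 with its default settings, on the genes that passed edgeR's filter, gave an adjusted p of 0.00205 for Apold1. Over all alternatives, the adjusted p ranged from 0.00109 to 1.00. The difference exceeded the spread between replicates, with the lowest library of 6.4/aFGF at 33.7 CPM and the highest of 7.4/aFGF at 18.4 CPM. Against the other 18 libraries, 6.4/aFGF was higher by 0.94 on the log2 scale (two-sided exact permutation p = 0.0406). That p is unadjusted and not independent evidence, since the study chose the gene on these samples. The libraries of 7.4/aFGF did not differ from their other 18 at p under 0.05 (exact permutation p = 0.275). With edgeR, the unadjusted p for 6.4/aFGF against the other 6 groups was 0.0627 (adjusted 0.879). Among the 15 libraries of the remaining 5 groups, 2 were within or above the range of 6.4/aFGF. One of them was a library of 8.4/aFGF at 66.7 CPM, and the mean of 8.4/aFGF was 33.9 ± 28.8 CPM (SD, n = 3). The control was at 14.3 ± 1.52 CPM (SD, n = 3). Between 6.4/bFGF and 7.4/bFGF, with means of 21.9 ± 3.29 and 23.4 ± 22.7 CPM (SD, n = 3 each), the groups overlapped.

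**Figure D1:**
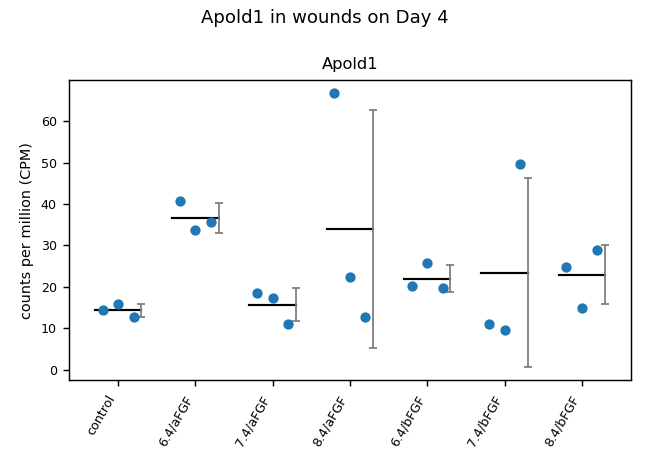
Apold1 in CPM (vertical axis) for each library of the 7 groups (horizontal axis), with points for libraries, black lines for group means and gray bars for the SD (n = 3). The libraries of 6.4/aFGF lie between 33.7 and 40.7 CPM and those of 7.4/aFGF between 11.0 and 18.4 CPM.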

The upregulation of Apold1 can promote angiogenesis, which is consistent with the results of trichrome staining and the expression of CD31. 

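Epx had 201 counts in replicate 3 of 7.4/aFGF and at most 1 count in each of the other 20 libraries. Its mean in 7.4/aFGF, 1.80 ± 3.12 CPM (SD, n = 3), therefore rests on that library and is 0 without it. Epx failed the filter on low counts and was not tested by edgeR, and the groups were not separated (two-sided exact permutation p = 1). DESeq2 without its Cook's distance cutoff and independent filtering, on all genes with a count, called Epx with an adjusted p of 0.000212. Il15 was at 8.59 ± 0.333 CPM (SD, n = 3) in 6.4/aFGF and 15.3 ± 1.56 CPM (SD, n = 3) in 7.4/aFGF, a log2 fold change of -0.84 (standard error 0.151, edgeR adjusted p = 0.832). Oas3 was at 46.1 ± 13.1 CPM against 106.4 ± 31.02 CPM (SD, n = 3 each), a log2 fold change of -1.21 (standard error 0.278, edgeR adjusted p = 0.832). For Tnfsf14 the means were 18.1 ± 2.94 and 48.2 ± 16.1 CPM (SD, n = 3 each), with a log2 fold change of -1.42 (standard error 0.275, edgeR adjusted p = 0.832). DESeq2 with its default settings called Il15, Tnfsf14 and Oas3, with adjusted p-values of 0.00360, 0.00518 and 0.0355. Leaving out each library in turn gave log2 fold changes from -0.92 to -0.79 for Il15, from -1.36 to -0.96 for Oas3 and from -1.66 to -1.16 for Tnfsf14. Against the other 18 libraries, 6.4/aFGF did not differ at an exact permutation p under 0.05 (0.0617 for Il15, 0.408 for Oas3 and 0.281 for Tnfsf14). Compared in the same way, 7.4/aFGF was higher in Oas3 (exact permutation p = 0.0158) and did not differ at p under 0.05 in Il15 (0.243) or Tnfsf14 (0.142). These permutation p-values are unadjusted, for genes the study chose on these samples. With edgeR, the unadjusted p for 6.4/aFGF against the other 6 groups was 0.0379 for Il15, 0.224 for Oas3 and 0.127 for Tnfsf14 (adjusted 0.855, 0.956 and 0.915). In the control, the means were 16.2 ± 10.2 CPM for Il15, 88.1 ± 70.3 CPM for Oas3 and 28.996 ± 36.8 CPM for Tnfsf14 (SD, n = 3 each). Replicate 2 raised these means, at 27.9, 168.9 and 71.3 CPM in that order. Control replicates 1 and 3 had 10.1 and 10.6 CPM for Il15, 54.6 and 40.8 for Oas3 and 11.7 and 3.97 for Tnfsf14. Against the libraries of 6.4/aFGF, replicates 1 and 3 were higher in Il15, within the range in Oas3 and lower in Tnfsf14.

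**Figure D2:**
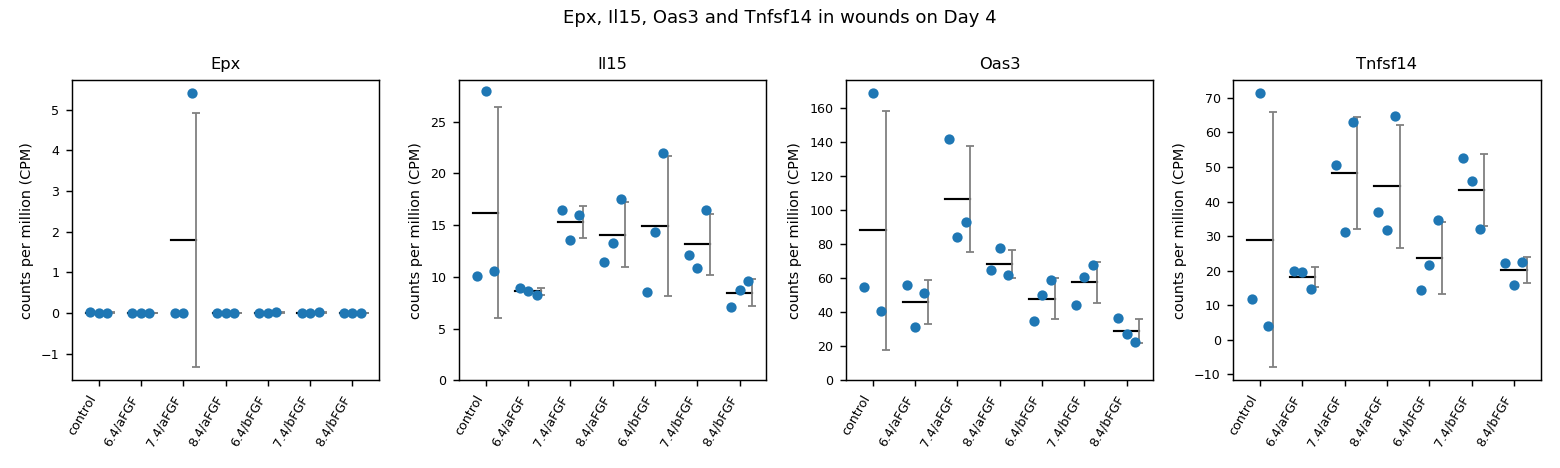
Epx, Il15, Oas3 and Tnfsf14 in CPM (vertical axes) for each library of the 7 groups (horizontal axes), with points for libraries, black lines for group means and gray bars for the SD (n = 3). Epx is at 5.40 CPM in a single library of 7.4/aFGF and near 0 elsewhere.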

The residual down-expressed genes, including Epx, il15, Oas3, Tnfsf14 were able to regulate the immune responses. It is consistent with the increased expression of M2 macrophages and decreased expression of M1 macrophages. In addition, the significant enrichment analysis of GO function revealed that protein ubiquitination, regulation of protein localization, positive regulation of cytokine production and immune responses (Figure 6C). 

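A list of interferon response genes, written by hand before the data were examined, stood in for the immune terms, whose gene memberships were not used here. All 68 of its tested genes had a negative log2 fold change in 6.4/aFGF against 7.4/aFGF, with a mean of -1.09. Of these, 46 had an unadjusted p under 0.05, 26 had a p under 0.05 adjusted over the list alone, and 0 when adjusted over all genes tested. The list holds 5 of the genes that the paper names, and the 63 others were all lower as well. A shared direction was not limited to this list. Lower genes numbered 0 of 29 in the endothelial, 0 of 18 in the fibroblast collagen and 0 of 13 in the adipocyte list. In the bone marrow granulocyte precursor list, 9 of 9 were lower, and the remaining lists went both ways. No gene of these other lists had a p under 0.05 adjusted over its list alone. In limma's camera test with a preset correlation of 0.01 between genes, the interferon list's p was 1.62e-34 (3.07e-33 adjusted over the 19 lists). This call did not hold with the correlation estimated from the data (0.561, p = 0.0627), and under the fry test p was 0.0432 before and 0.816 after adjustment over the lists. The list's score, the mean log2 CPM of its genes, was 5.37 ± 0.277 in 6.4/aFGF and 6.45 ± 0.624 in 7.4/aFGF (SD, n = 3 each; two-sided exact permutation p = 0.1, the smallest possible). The control, at 6.19 ± 0.597 (SD, n = 3), was also higher than 6.4/aFGF, and the other 4 groups had means from 5.08 to 5.56. Against the other 18 libraries, 6.4/aFGF was lower by less than their spread (difference -0.302, exact permutation p = 0.432; -0.148 without 6.4/aFGF replicate 1), and 7.4/aFGF was higher (0.961, exact permutation p = 0.00977, 0.186 adjusted over the 19 lists).

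**Figure D3:**
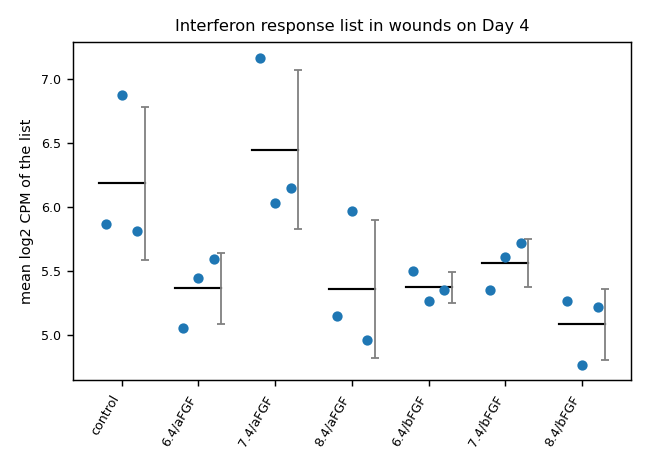
Score of the interferon response list (mean log2 CPM, vertical axis, not starting at 0) for each library of the 7 groups (horizontal axis), with points for libraries, black lines for group means and gray bars for the SD (n = 3). The libraries of 6.4/aFGF lie between 5.06 and 5.60 and those of 7.4/aFGF between 6.03 and 7.17.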

The KEGG enriched signaling pathway analysis discovered the immune regulation related signaling pathways, such as NF-kappa B signaling pathway and TNF signaling pathway, were the most significant (Figure 6D). 

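For the pathways, hand-written lists of NF-kappa B and TNF pathway genes fixed before the data were examined were compared between 6.4/aFGF and 7.4/aFGF. The lists share part of their genes. Of 63 tested NF-kappa B genes, 49 were lower in 6.4/aFGF, 3 had an unadjusted p under 0.05 and 0 had a p under 0.05 adjusted over the list alone. Of 70 TNF pathway genes, 46 were lower, 6 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. The mean log2 fold changes were -0.13 and -0.07. In limma's camera test, the p adjusted over the 19 lists was 0.0200 for NF-kappa B and 0.0691 for TNF. With the correlation between genes estimated from the data, both were 0.786, and under fry both were 0.816. The list scores differed by -0.147 for NF-kappa B (two-sided exact permutation p = 1) and by -0.069 for TNF (exact permutation p = 0.9). Without replicate 1 of 7.4/aFGF, the differences changed sign, to 0.0677 and 0.112.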

Immunomodulation plays critical role during the wound healing, Chen et al. (2023) thus the improved immune response is capable of accelerating wound healing.

**FIGURE 6:**
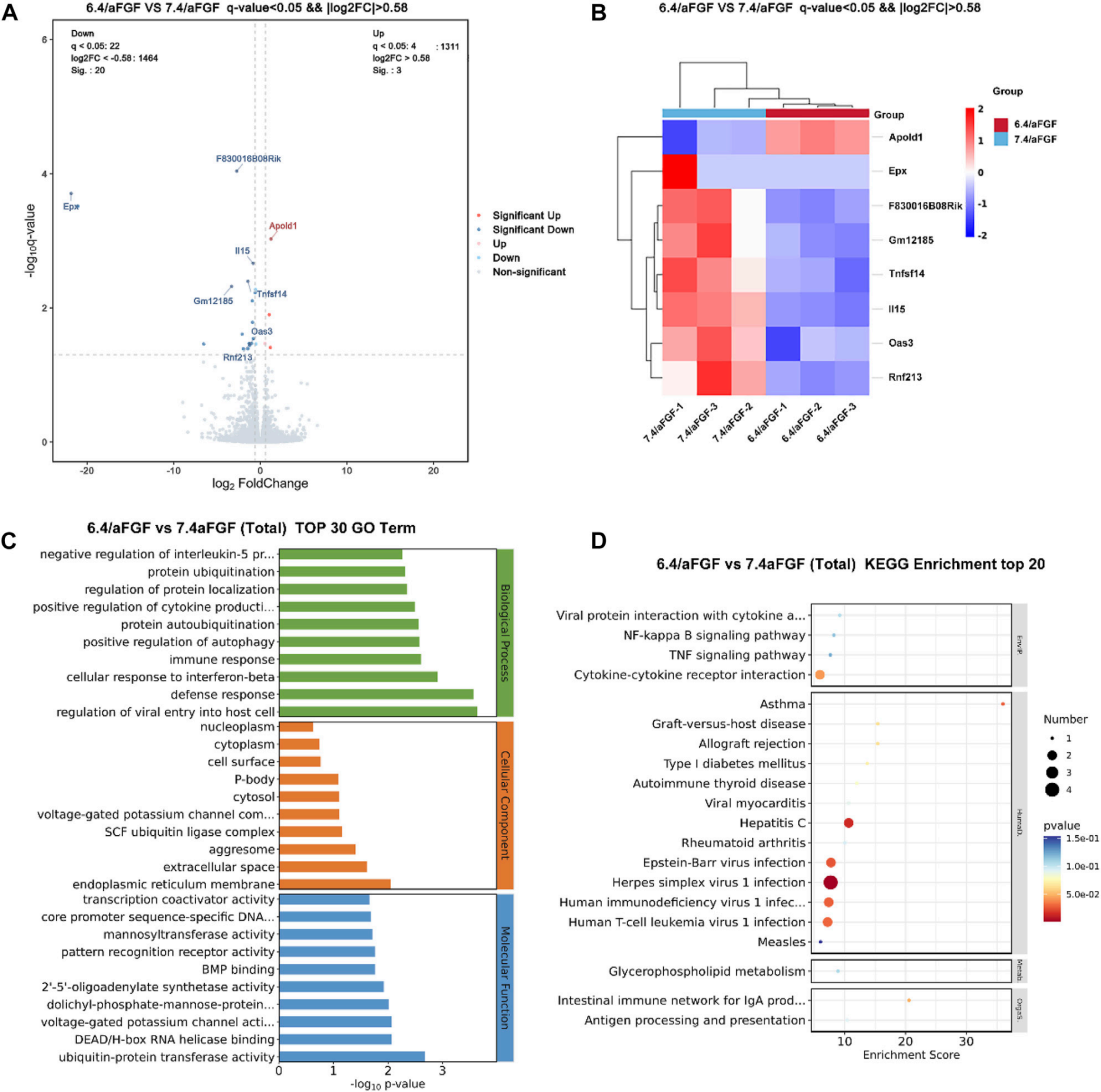
RNA-seq analysis of differentially expressed genes and signaling pathways of the wounds treated with aFGF loaded GelMA hydrogel with 6.4 and 7.4 pH value. **(A,B)** Volcano plot and heatmap discover the differentially expressed genes. **(C,D)** The potential signaling pathway involve in the wound healing processes.

## 4 Conclusion

In this study, we have tried to explored the influence of the local pH value of wound site on efficacy of fibroblast growth factor. We found aFGF and bFGF played similar role on promoting wound healing under neutral and alkaline conditions. However, aFGF exhibited significant promoting effects than the bFGF when the local pH value of wound site was adjusted to acidic conditions. The local acidic pH value helped fibroblast growth factors to play significant role in promoting wound contraction, granulation tissue formation, vascularization, re-epithelialization.

## Data Availability

The RNA-seq data presented in the study are deposited in the GEO repository, accession number GSE225505.

How the deposited data were processed for this re-analysis (not part of the article)

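RNA-seq libraries of mouse skin wounds on Day 4 were used, 21 in all, with 3 in each of 7 groups: control, and hydrogels of pH 6.4, 7.4 or 8.4 loaded with 200 ng of aFGF or bFGF. The authors deposited raw read counts per gene for each library, without normalization. The FPKM values deposited by the authors equal the count divided by a fixed length per gene and by the library's total, which was checked on 15305 genes, with a spread of the recovered length of at most 8.96e-06%. The aligner, the counting tool, the annotation and the genome build are not stated in the paper's text, and its statistics section names no test for the sequencing. Of the 18806 gene symbols, 18662 (99.2%) were found in a RefSeq table of mouse assembly GRCm38.p6, which was used for names only.

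Total counts per library were 34362558 to 37817833 (median 36771838). A gene with 0 counts in a library may still have been present at up to 3 counts of that total. The differences between libraries of one group exceeded counting noise, so errors are SDs over libraries. Y-linked genes had at most 6 counts in any library, in female mice.

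Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, default filter by group, quasi-likelihood test, prior count of 2 for log2 CPM). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 0.58. The comparisons were 6.4/aFGF against 7.4/aFGF, the same pH contrast with bFGF, the interaction of both, 6.4/aFGF against the other 6 groups, the 6 hydrogel groups against control, and aFGF against bFGF at each pH. Fits used the libraries compared, and the comparisons with 7 groups used all 21 libraries with a mean per group. Lists of genes were tested with limma 3.58.1 (camera with a preset correlation of 0.01, camera with an estimated correlation, and fry) and by exact permutation of list scores, the mean log2 CPM of a list's genes.

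The 19 lists cover interferon response, NF-kappa B pathway, TNF pathway, endothelial, immediate early, M1 and M2 macrophage, eosinophil, neutrophil, bone marrow granulocyte precursor, mast cell, T and NK cell, keratinocyte, hair follicle, skeletal muscle, adipocyte, fibroblast collagen, proliferation and red blood cell genes. They were written by hand before the data were examined. Another 3 lists, of cartilage and bone, liver, and ovary and oviduct genes, were written after genes high in a single library had been seen, and leave those genes out. A rule set before the data were examined named the paper's genes, the genes of its stains (Acta2, Pecam1, Mrc1, Ccr7), Fgf1 and Fgf2. It also named, for each comparison, the called genes with the smallest adjusted p. Other genes in the text fall outside this rule. They are genes high in a single library, genes of the cell lists and genes called by DESeq2 alone.

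Alternatives were DESeq2 1.42.0 with default settings, DESeq2 without its Cook's distance cutoff and independent filtering on all genes with a count, RLE normalization, no filter, at least 10 counts in every library, robust dispersion, a fit over all 21 libraries, the replicate number as a block, no fold change threshold, limma on log2(FPKM + 1) or log2(FPKM + 0.1) with a mean FPKM of at least 1, limma without a filter, and leaving out each library. The DESeq2 values of single genes without the cutoff and filtering, leave-one-out fits of that setting, a skeletal muscle covariate and the 21-library fits of the remaining comparisons were added after the data had been seen.

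The tests were tried on simulated counts with the means, dispersions and library sizes of the real genes. The simulation design and the limits for passing were revised once, after a first version recovered no gene for the hydrogels against control. For 6.4/aFGF against 7.4/aFGF, edgeR recovered 122 of 194 changed genes among 14849 (62.9%) with 12 false calls, and 90.3% of those changed 8-fold. DESeq2 with default settings recovered 151 of 194 with 62 false calls. With no gene changed, edgeR made 0 calls and DESeq2 with default settings made 21. The simulated genes varied independently of one another, with edgeR's own estimates as their dispersions. In the real libraries genes were correlated, with an estimate of 0.561 for the interferon list. The shares recovered and the false calls therefore need not hold for the real libraries. The enrichment analyses of Figures 6C and 6D were not repeated, since the gene memberships of their terms were not used here.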

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

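The tests of other tissues were chosen only after the result was seen, as were the limits for reading them. The comparison with other splits of the libraries was planned, but its expected outcomes were also written down after its result.

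In 3 libraries, genes were far higher than in any other library, the control libraries included. Apart from Epx, which was high in replicate 3 of 7.4/aFGF, these are not genes the paper discusses. A gene was counted as high in a library alone at over 0.5 CPM and more than 8 times the next library plus 0.05 CPM. There were 24 such genes in replicate 3 of 7.4/aFGF, 28 in replicate 2 of 8.4/aFGF and 93 in replicate 2 of 8.4/bFGF, and at most 2 in each other library.

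In replicate 3 of 7.4/aFGF, the score of a cartilage and bone list was 2.81, where the next library, a control, had 0.697. Of its 16 genes, 11 were highest in this library, against 0.762 expected by chance, and 6 had a median over 1 CPM in the other libraries. Of the genes that prompted this test, which the list leaves out, the most abundant was Col2a1, at 195.4 CPM against 0.965 in the next library, followed by Col10a1 at 59.0 against 0.138 CPM. An effect of depth on all low genes is argued against, since the liver and ovary lists in this library rose no higher than in the control (largest difference -6.56e-05). An effect of the hydrogel shared by the group is argued against by the other 2 libraries of 7.4/aFGF, whose scores were at most 0.125. RNA of cartilage and bone is a candidate source of these counts. How it came into the library, by sampling or by formation in the wound, was not tested.

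In replicate 2 of 8.4/aFGF, the score of the liver list was 2.71 and the next library had 0.618. Of 22 genes, 16 were highest in this library (1.05 expected), and 6 had a median over 1 CPM elsewhere. Of the genes that prompted this test, which the list leaves out, the most abundant were Alb, at 137.9 against 14.1 CPM in the next library, and Ttr, at 22.9 against 1.78 CPM. The lists of the other tissues lay below the highest control here (-0.0521), and the other libraries of 8.4/aFGF had liver scores of at most -0.287, which argues against depth and against an effect shared by the group. RNA of liver is a candidate source.

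In replicate 2 of 8.4/bFGF, the ovary and oviduct list had a score of 1.57, against -0.330 in the next library. Of 19 genes, 15 were highest in this library (0.905 expected), and 6 had a median over 1 CPM elsewhere. Of the genes that prompted this test, which the list leaves out, the most abundant were Hsd3b1, at 396.8 against 0.236 CPM, and Akr1cl, at 188.6 against 0.744 CPM. The other tissue lists lay below the highest control (-0.175) and the other libraries of the group had scores of at most -0.561. RNA of ovary and oviduct is a candidate source. Whether tissue was mixed at dissection or RNA or libraries were mixed later cannot be decided from these counts, and apart from an effect of the hydrogel shared by the group, no biological explanation was tested for this library or the one with liver genes.

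Hmga2 was higher in the hydrogel groups than in control, a comparison that the paper does not report for RNA. The log2 fold change over the 6 hydrogel groups was 1.95 (edgeR adjusted p = 0.0336), with 2.15 ± 0.700 CPM in control and group means from 5.12 to 13.5 CPM (SD, n = 3). Every hydrogel library, the lowest at 4.16 CPM, was above the highest control library, at 2.63 CPM. In edgeR's main fit of all 21 libraries, Hmga2 was the only gene called in this comparison. Some other settings called more genes, such as DESeq2 with default settings (169). Of 100 splits of the 21 libraries, 35 gave at least 1 call, so a count of 1 arises from other groupings as well. An unadjusted p under 0.05 was found for 2640 genes (790.55 expected), and 3 of the 100 splits, the real one included, had as many. With the skeletal muscle score as a covariate, the log2 fold change was 1.93 (edgeR adjusted p = 0.0268), so a varying amount of muscle in the samples is not needed for the difference. Its adjusted p ranged from 1.33e-10 with DESeq2 to 0.213 without control replicate 3. It was also not called without control replicate 1, 6.4/aFGF replicate 1, 7.4/aFGF replicate 3, 8.4/aFGF replicate 3, 6.4/bFGF replicate 2, 7.4/bFGF replicate 1, 7.4/bFGF replicate 2 or 8.4/bFGF replicate 2 (adjusted p from 0.0509 to 0.161). An effect of the hydrogels or the growth factors stays open as a hypothesis, and the design does not separate them.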

How the results depend on the processing

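The alternatives were set before the data were examined, except where they are named as added. For 6.4/aFGF against 7.4/aFGF, every edgeR and limma alternative gave 0 calls, as did edgeR without each library in turn (374 to 1371 genes at an unadjusted p under 0.05, smallest adjusted p from 0.0888, without 7.4/aFGF replicate 2, to 1.00). DESeq2 called 18 genes with default settings (3 higher, 15 lower) and 23 without its Cook's cutoff and independent filtering (3 higher, 20 lower). The 18 came from genes that passed edgeR's filter and the 23 from all genes with a count. All 18 were among the 23.

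With DESeq2's default settings, the other comparisons had 107 calls for 6.4/bFGF against 7.4/bFGF (0 with edgeR, 1332 genes at an unadjusted p under 0.05), 28 for the interaction (0, 941 genes), 10 for 6.4/aFGF against the other 6 groups (0, 895 genes), 169 for the hydrogels against control (1), 120 for aFGF against bFGF at pH 6.4 (0, 1223 genes), 281 at pH 7.4 (0, 1960 genes) and 971 at pH 8.4 (1). The cause was not tested for these comparisons.

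For the hydrogels against control, at least 10 counts in every library gave 5 calls. Leaving out each library in turn gave 0 to 1189 calls, with 1189 (581 higher, 608 lower) without control replicate 2 and at most 9 otherwise. At pH 8.4 the range was 0 to 172, with 172 without 8.4/aFGF replicate 3. It was 0 to 278 for 6.4/bFGF against 7.4/bFGF, with 278 without 7.4/bFGF replicate 3. It was 0 to 1 at pH 7.4 (1 without 7.4/aFGF replicate 3) and for 6.4/aFGF against the other groups (1 without 8.4/aFGF replicate 1). The interaction and aFGF against bFGF at pH 6.4 kept 0 calls without each library in turn. Among alternatives added after seeing the data, the fit over all 21 libraries called 12 genes at pH 7.4 and 10 at pH 8.4, and with the skeletal muscle score 13 and 44, and 13 for the hydrogels. Procr, the gene called at pH 8.4 by edgeR on the 6 libraries, was not among the 10 or the 44. The cause was not tested.

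The replicate numbers did not pair the libraries. Libraries with the same number had a median correlation of 0.00889 in their deviations from the group means (63 pairs, 14 over 0.1), against -0.00819 for different numbers (126 pairs, 31 over 0.1). With the replicate number as a block, there were 2 calls for the hydrogels and 0 at pH 8.4, and 0 for 6.4/aFGF against 7.4/aFGF (540 genes at an unadjusted p under 0.05).

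The interferon list kept its camera call under RLE normalization, without the paper's genes and without each library (p from 1.81e-33 to 2.09e-23). It had p = 0.0627 with the estimated correlation, under which, as under fry, 0 of the other 18 lists were called against 9 with the preset correlation. The estimated correlation between genes was 0.561 for the interferon list. How far it accounts for the loss of calls was not tested. On log2(FPKM + 1), 1 list score differed between 6.4/aFGF and the other 18 libraries, against 0 on log2 CPM.

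Without each library in turn, the log2 fold change in 6.4/aFGF against 7.4/aFGF ranged from -0.38 to 0.43 for Mrc1, -0.56 to 0.0590 for Ccr7, -0.16 to 0.49 for Fgf1 and -0.69 to 0.11 for Fgf2. The list score difference ranged from -2.12 to 0.0527 for bone marrow granulocyte precursor, -0.438 to 0.121 for hair follicle, -0.232 to 0.227 for keratinocyte, -0.186 to 0.236 for M2 macrophage, -0.0761 to 0.228 for mast cell, -0.783 to 0.234 for neutrophil, -0.268 to 0.0677 for NF-kappa B, -0.0773 to 0.322 for red blood cell and -0.169 to 0.112 for TNF genes. Against the other 18 libraries it ranged from -0.450 to 0.382 for bone marrow granulocyte precursor, -0.0433 to 0.188 for fibroblast collagen, -0.140 to 0.1502 for keratinocyte, -0.0441 to 0.142 for M1 macrophage (-0.00554 on log2(FPKM + 1)), -0.184 to 0.0845 for M2 macrophage, -0.0553 to 0.248 for mast cell, -0.298 to 0.719 for neutrophil, -2.17 to 0.00805 for skeletal muscle and -0.361 to 0.153 for T and NK cell genes, and from -0.100 to 0.217 for Mrc1. The keratinocyte list, Down under camera, was Up under fry (adjusted p = 0.994). Other results changed in 36 cases: 21 weaker and 15 stronger, and with a library left out 15 weaker and 2 stronger. The depth was similar in all groups. How far it limits genes with a few counts was not tested.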

Differences from the paper's values

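Figure 6A shows about 20 genes lower and about 3 higher in 6.4/aFGF than in 7.4/aFGF past both thresholds, read by eye from the paper's figure. The edgeR test gave 0 and 0. Among the alternatives set before the data were examined, DESeq2 with default settings (15 lower, 3 higher) and DESeq2 without its Cook's cutoff and independent filtering (20 lower, 3 higher) came within 1.5 times the paper's counts, and the other alternatives, with 0 and 0, did not. At an adjusted p under 0.05 alone, the paper's counts are about 22 lower and about 4 higher in Figure 6A, read by eye, against 0 and 0 with edgeR. DESeq2 gave 17 and 4 with default settings and 21 and 4 without the cutoff and filtering, and the other alternatives set before the data were examined, with 0 and 0, did not close the gap. Leave-one-out fits of DESeq2 without the cutoff and filtering, chosen after seeing the values, also came within 1.5 times of about 22 and about 4 in Figure 6A without 6.4/aFGF replicate 1 (15 and 4), without 6.4/aFGF replicate 2 (15 and 3) and without 7.4/aFGF replicate 3 (16 and 5). With both thresholds, the fits without 6.4/aFGF replicate 1 and without 6.4/aFGF replicate 2, also chosen after seeing the values, called 18 genes each and came within 1.5 times of the paper's counts.

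For genes beyond the fold change threshold at any p, the paper's counts are about 1500 lower and about 1300 higher in Figure 6A, read by eye, against 868 and 740 with edgeR. DESeq2 on all genes with a count (2031 and 1886), edgeR without a filter (1969 and 1918) and edgeR over all 21 libraries (1099 and 1015) came within 1.5 times of both. So did edgeR without 6.4/aFGF replicate 1 (1062 and 941), without 6.4/aFGF replicate 3 (1581 and 1177), without 7.4/aFGF replicate 2 (1243 and 1099) and without 7.4/aFGF replicate 3 (1162 and 1434). DESeq2 with default settings (892 and 718), RLE normalization (889 and 713), robust dispersion (868 and 740), the replicate block (990 and 739), at least 10 counts in every library (662 and 514), limma with a mean FPKM of at least 1 (382 and 142, or 552 and 239 with the smaller pseudocount) and limma without a filter (403 and 146) did not. Without 6.4/aFGF replicate 2 (1081 and 810) only the lower genes came within that range, and without 7.4/aFGF replicate 1 (676 and 842) neither did.

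The paper's -log10 of the adjusted p is about 4 for F830016B08Rik, about 3 for Apold1 and about 2.7 for Il15 in Figure 6A, read by eye, against 0.0801 for each with edgeR. DESeq2 gave 3.97, 2.69 and 2.44 with default settings and, chosen for single genes after seeing the values, 4.13, 2.96 and 2.46 without the cutoff and filtering. The edgeR and limma alternatives did not close the gap. Epx, which edgeR's filter left out, is the gene farthest to the lower side in Figure 6A. DESeq2 without the cutoff and filtering gave it a log2 fold change of -21.8 and a -log10 adjusted p of 3.67, and edgeR without a filter gave -9.06 and 0.0711. All libraries of 6.4/aFGF had 0 counts of Epx. The sizes of these fold changes therefore depend on how each tool treats 0 counts and are not estimates of a difference.

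The paper names Apold1, Epx, F830016B08Rik, Gm12185, Tnfsf14, Il15, Oas3 and Rnf213 as differentially expressed. With edgeR none passed the thresholds, with an adjusted p of 0.832 for each of the 7 tested. DESeq2 with default settings called these 7 genes. That fit used only genes that passed edgeR's filter, so Epx was not tested in it. Without the cutoff and filtering, on all genes with a count, DESeq2 called Epx as well. In the heatmap of Figure 6B, Epx is high in the first library of 7.4/aFGF, and in the files it is replicate 3 that has 201 counts. In the same heatmap, Rnf213 is lowest in that first library among those of 7.4/aFGF, whereas in the files replicate 1 is highest, at 817.8 CPM. Replicate 3, the library with the Epx counts, is lowest in the files, at 357.9 CPM. For both genes, the heatmap's first library of 7.4/aFGF therefore matches replicate 3 of the files.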

Other observations

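Apart from the planned counts of other splits of the libraries, the tests in this part were chosen only after the result was seen, and the expected outcomes of all of them were written down after the results.

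Of the 10 splits of the 6 libraries of 6.4/aFGF and 7.4/aFGF into 3 and 3, 10 gave as many edgeR calls as the real one, as they must where the real count is 0, so this count shows nothing. At an unadjusted p under 0.05, the real split had 750 genes and 5 of 10 splits had as many. With DESeq2, 7 of 10 splits gave at least as many calls as the real one with default settings (18) and 7 of 10 without the Cook's cutoff and independent filtering (23), with up to 639 and 612 calls in another split. With 10 splits, a share under 0.1 cannot be reached, so chance cannot be told apart from an effect of pH by these counts. In 10 simulations of 15019 genes with the genes' own means and dispersions and no change, DESeq2 without the cutoff and filtering called 23 to 45 genes, and 10 of 10 simulations had at least as many calls as the real libraries, while edgeR called at most 1. Another simulation without change, of the same number of genes, gave 20 calls. All these simulations drew each gene independently, which real genes are not. The real fit had 18005 genes, and 4 of its 23 calls (Epx, Sp7, Ucma and Gm15056) were not among the genes simulated. Spread between replicates without any change may account for a count near that of the other 19, and it was not simulated for these 4. Of the 23 genes, 20 had separated groups and 6 are in the interferon list. Epx, Sp7 and Ucma had counts in only 1 of the 6 libraries, replicate 3 of 7.4/aFGF. Without each library in turn, this DESeq2 fit called 13 (without 7.4/aFGF replicate 1) to 285 genes (without 6.4/aFGF replicate 3). Of the 19 tested with bFGF, 13 (68.4%) had the same sign there.

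In the other comparisons with 0 edgeR calls, every split likewise gave as many calls, which shows nothing: 10 of 10 splits for 6.4/bFGF against 7.4/bFGF, 100 of 100 for the interaction, 100 of 100 for 6.4/aFGF against the other 6 groups, and 10 of 10 for aFGF against bFGF at pH 6.4 and at pH 7.4. At an unadjusted p under 0.05, as many genes as in the real split were found in 3 of 10 splits for 6.4/bFGF against 7.4/bFGF (1332 genes), 38 of 100 for the interaction (941), 34 of 100 for 6.4/aFGF against the other 6 groups (895), 1 of 10 at pH 6.4 (1223) and 1 of 10 at pH 7.4 (1960), the real split included. At pH 8.4, edgeR called Procr, higher with aFGF (log2 fold change 1.93, adjusted p = 0.0377; 159.8 ± 24.3 against 41.9 ± 1.11 CPM, SD, n = 3 each), and 2 of 10 splits gave as many calls. Control libraries had Procr at 30.0 to 182.3 CPM. Procr was not called without each library in turn except 8.4/aFGF replicate 3. Procr was also called by DESeq2 with default settings and by edgeR with at least 10 counts in every library (adjusted p = 0.0368). It was not called with the replicate number as a block (adjusted p = 0.222), nor was it among the 10 calls of edgeR over all 21 libraries or the 44 of that fit with the skeletal muscle score. At an unadjusted p under 0.05, the real split had the most genes of the 10 at each pH. The interaction tested the difference in aFGF against bFGF between pH 6.4 and pH 7.4 and had 0 edgeR calls. Such differences involving pH 8.4 were not tested.

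The camera p of the interferon list was smallest in the real split, 1 of 10, and 7 other splits had p under 0.05 (smallest 8.84e-16). For the other 18 lists, 7 of 10 splits gave at least the 9 called lists of the real one. These 9 were fibroblast collagen, adipocyte, endothelial and proliferation genes, higher in 6.4/aFGF, and T and NK cell, NF-kappa B, M1 macrophage, bone marrow granulocyte precursor and skeletal muscle genes, lower. For skeletal muscle genes the direction depended on the scale: on mean log2 CPM, as in camera, 17 of 17 were lower, while 5 of 17 were lower by edgeR's log2 fold changes. They took 0.131%, 0.122% and 2.11% of the counts in the libraries of 6.4/aFGF and 0.451%, 0.238% and 1.62% in those of 7.4/aFGF. The camera p adjusted over the lists was 0.110 for immediate early, 0.0782 for red blood cell, 0.0691 for TNF, 0.220 for neutrophil, 0.409 for eosinophil, 0.409 for mast cell, 0.791 for hair follicle, 0.846 for M2 macrophage and 0.980 for keratinocyte genes. None of these lists had a gene with a p under 0.05 adjusted over the list alone.

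The lower interferon list in 6.4/aFGF could come from a low level there or a high level in 7.4/aFGF. Against the 15 libraries of the other 5 groups, 6.4/aFGF differed by -0.146 (two-sided exact permutation p = 0.615), less than their SD of 0.506. The libraries of 7.4/aFGF were higher by 0.937 (exact permutation p = 0.0135), but by 0.579 without replicate 1 (exact permutation p = 0.140). Against the control alone, the order is the other way. All 3 libraries of 6.4/aFGF, the highest at 5.60, lay below the lowest control at 5.81 (difference -0.818, exact permutation p = 0.1, the smallest possible), while 7.4/aFGF overlapped the control (difference 0.265, exact permutation p = 0.5). Among the hydrogel groups alone, every library of 7.4/aFGF (lowest 6.03) lay above every other library (highest 5.97, in 8.4/aFGF). The mean of 6.4/aFGF, 5.37, lay between those of 8.4/bFGF, 5.08, and 7.4/bFGF, 5.56. Among gel-treated wounds, the values therefore go with a high level in 7.4/aFGF. With the control included, a low level in 6.4/aFGF and a high level in 7.4/aFGF cannot be told apart, since the answer depends on the libraries compared with. A trend with gene length or expression is argued against, since the list's median log2 fold change was -1.04 before and -1.04 after removing it. An effect of the gel's pH and differences between animals both stay open.

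The Epx counts of replicate 3 of 7.4/aFGF may stem from granulocyte precursors of bone marrow. The score of their list, written before the data were examined, was 4.36 in this library and 1.90 in the next. Camp, a gene of this list, was at 25.6 CPM against 2.48 in the next library. Of the list's genes, 9 passed the filter on low counts, so wounds express them as well, and Camp, Ltf and Ngp are also in the neutrophil list and Chil3 in the M2 macrophage list. The same library has the cartilage and bone genes. Mature eosinophils of the wound are argued against, since 4 libraries had a higher score of mature eosinophil genes (up to 1.72, against 1.15) and at most 1 count of Epx.

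Apold1 followed the immediate early genes over the 21 libraries (Pearson r = 0.635, permutation p = 0.00190, adjusted 0.00380; Spearman rho = 0.551, permutation p = 0.0102, adjusted 0.0205; 2 relations computed). Without the 2 libraries farthest from the median, r was 0.473, and within groups 0.691. For endothelial genes r was 0.395 (permutation p = 0.0775) and rho 0.422 (p = 0.0587), 0.441 without the 2 farthest libraries and 0.279 within groups. An early response of cells to handling or wounding may contribute to the level of Apold1. Whether the number of endothelial cells does cannot be told apart from chance with these libraries. The immediate early score differed by 0.242 between 6.4/aFGF and 7.4/aFGF (exact permutation p = 0.4), by 0.0397 without 6.4/aFGF replicate 3 and by 0.370 without 7.4/aFGF replicate 1.

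The paper stained proteins on Day 4, and the mRNA of the same genes was compared between 6.4/aFGF and the other 18 libraries. The log2 differences were 0.18 for Acta2 (two-sided exact permutation p = 0.447), 0.17 for Pecam1 (p = 0.488), 0.10 for Mrc1 (p = 0.771) and 0.29 for Ccr7 (p = 0.496), and 0 of these 4 had p under 0.05. With each library of 6.4/aFGF left out in turn, the differences ranged from 0.0643 (without replicate 2) to 0.297 (without replicate 3) for Acta2, 0.0309 (without replicate 2) to 0.441 (without replicate 3) for Pecam1, -0.100 (without replicate 3) to 0.217 (without replicate 2) for Mrc1 and 0.101 (without replicate 2) to 0.474 (without replicate 1) for Ccr7. Against 7.4/aFGF alone, Acta2 was higher by 0.53 in 6.4/aFGF, with all 3 libraries above the 3 of 7.4/aFGF (exact permutation p = 0.1, the smallest possible; edgeR unadjusted p = 0.0142, adjusted 0.832), and the groups overlapped for Pecam1, Mrc1 and Ccr7. The libraries of 7.4/aFGF were lower in Acta2 than their own other 18 (difference -0.438, exact permutation p = 0.0451). In Pecam1, Mrc1 and Ccr7 they did not differ from these at p under 0.05. Between 6.4/aFGF and its other 18 libraries, Fgf1 and Fgf2 differed by 0.21 (exact permutation p = 0.607) and 0.07 (p = 0.832).

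Skeletal muscle genes took 0.0375% to 2.11% of the counts of a library. The first principal component held 19.1% of the variance and correlated with the muscle score at 0.811 in size. No biological explanation was tested for this spread.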
